A study of Homo sapiens with 9 samples. Its data were reported in "A dual role for the RNA helicase DHX34 in NMD and pre-mRNA splicing and its function in hematopoietic differentiation" (2022).

How the data were processed

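seCLIP was carried out on UV-crosslinked HEK293T cells, with 5 anti-GFP immunoprecipitation libraries of the clone with tagged DHX34 and 4 anti-GFP libraries of untagged cells, 9 libraries in all, grouped by their labels. Per the methods of the study, the authors trimmed adapters with cutadapt, identified molecular identifiers with umi_tools, aligned reads to GRCh38 with bowtie2, removed duplicates by their identifiers, kept reads with a unique position and removed reads in transposable elements. Peaks were called with macs2 for each tagged library and for the merged libraries, against the merged controls, with each read extended to a fixed length and no fragment model. The methods describe a union of the calls of the replicates that passed a limit on significance. The deposited list was taken to be this union, before any later selection, although the list itself does not say so. The labels and the methods differ on read length and sequencer, so neither is used here.

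The deposited list has 4 columns and no header. The fourth column, which holds whole numbers from 1 to 4, was treated as a score whose meaning the authors do not state, and was used only to rank, describe or filter peaks. No read count, peak height, fold or p-value per peak is in the list, so that the depth behind each peak is unknown, replicates cannot be compared, and no replicate can be left out.

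Several steps of the authors' processing bear on the values. bowtie2 does not split a read over an intron, so that reads across exon-exon junctions are mostly lost. Reads extended to a fixed length can push a peak past the end of an exon whose spliced RNA gave the reads, which raises boundary crossing downstream of exons. Removal of reads in transposable elements takes peaks out of repeat-rich introns, whereas random placements can land there: 4.72% of the peaks in genes and 27.4% of their placements had 10% or more repeated 16-mers. The union of replicates joins peaks of unequal reproducibility, and a selection the study made later from its peaks is not used here.

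Positions were compared with the GRCh38 sequence and GENCODE release 44. Chromosome names matched after the addition of a prefix, and 0 peaks ran past the end of a chromosome. The authors' annotation was an earlier Ensembl release on the same build, so that transcript models can differ. Starts are printed counting from 1. For gene classes any overlap of 1 nt counted. For the positional tests a peak was assigned to the gene that wholly contained it, protein-coding genes first, then long noncoding, short noncoding and pseudogenes, read-through genes last within a class. Exons, introns, UTRs and splice sites came from all transcripts of that gene. For first and last exons and first introns 1 transcript per gene was used, MANE Select where tagged, otherwise the canonical transcript, and only genes with at least 3 exons in it. A peak crossed a boundary when at least 1 nt lay on each side.

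Each peak was placed 10000 times at random in its gene with its width kept, for exonic and intronic classes only at positions that touched an exon or an intron. Two-sided permutation p-values are double the smaller tail with the observed value included, so that 0.0002 is the smallest possible. The 5' splice site share had an exact binomial test. Gene lists had Fisher's exact test over protein-coding genes on the autosomes and X without read-through genes, and 10000 random lists matched on decile of gene length. k-mers of length 6 were counted once per peak and set against 1000 sets of placements in the same gene and class, with 0.002 as the smallest p, and adjusted by Benjamini-Hochberg. Shares without a test have 95% Wilson intervals, which cover counting error over peaks only.

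Tests, alternatives and the genes to be named were fixed before the data were examined, except where the text says otherwise. Named were genes among the 10 with the most peaks (ties by summed score, then symbol; not all are used here), the 5 peaks with the highest score, and 12 fixed genes: DHX34, 5 others with cassette exons that the study tested by RT-PCR and 6 of the splicing genes it linked to leukaemia. Other features are named after their values were seen: the scaRNA gene, the peaks on scaffolds and the peaks that begin at a 5' splice site. Alternatives fixed in advance were another overlap rule, 1 transcript per gene, the central 50 nt or the midpoint of a peak, protein-coding genes alone, genes with 3 or more peaks left out, 5-mers, 1 peak per gene, and other backgrounds for the gene list. Chosen after the data were seen were the removal of repeat-rich peaks and placements (10% or more repeated 16-mers), removal of the last or the first 50 nt of each peak, peaks of at most 110 nt, peaks with a score of 2 or more, peaks on both strands left out, and the gene list without DHX34.

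The placement tests were tested on simulated data. Of 40 sets of random peaks 2 gave p under 0.05 for boundary crossing with 2053 peaks placed anywhere in their genes, and 0 of 40 did so with 600 exonic peaks. All 10 sets in which 200 further peaks were marked as crossing a boundary gave p under 0.05, with a mean excess of 197.4 peaks. These peaks were marked and not moved, so that this simulation tests the comparison with the placements and not the recognition of boundaries. The simulations used fewer placements per peak than the tests themselves. A planted 6-mer ranked 1 by z score among 2000 random sequences. The analysis used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, Numba 0.67.0 and Matplotlib 3.10.9.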

Results

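Binding of the RNA helicase DHX34 to RNA was mapped by single-end enhanced crosslinking and immunoprecipitation (seCLIP), in which UV light links a protein to the RNA it touches, the protein is pulled down, and the linked RNA fragments are sequenced. The cells were HEK293T, a human embryonic kidney line. The 5 immunoprecipitation libraries came from a HEK293T clone whose DHX34 carried GFP and FLAG tags, pulled down with anti-GFP. The 4 control libraries came from HEK293T cells with no tag and are labelled as anti-GFP inputs. The data analysed here are 1 list of peaks. It was taken to be the authors' union of the peaks of the tagged libraries against the pooled controls, which the methods describe but the list does not state. The list gives a chromosome, a start, an end and a whole number from 1 to 4 for each peak. It gives no strand and no value per library, so that no spread between replicates and no depth can be given. Intervals and placement ranges below therefore describe the variation over peaks, not over libraries, and no background value from the control libraries can be set beside a share.

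The list held 2261 peaks, none of which overlapped or touched another. The nearest neighbours lay 236 nt apart. Peaks were 100 to 1057 nt wide, with a median of 103 nt and an upper quartile of 107 nt, and 1770 of them (78.3%, 95% Wilson interval 76.5 to 79.9%) were at most 110 nt wide. All of chromosomes 1 to 22 and X had peaks, and Y had 0. The density was highest on chromosome 17, with 141 peaks (16.9 per 10 Mb), and among the chromosomes with peaks lowest on chromosome 13, with 45 peaks (3.94 per 10 Mb). Another 4 peaks lay on scaffolds that are not placed in the chromosomes.

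The first question was which transcripts the peaks fell in. A gene of the annotation was overlapped by 2062 of the 2261 peaks (91.2%, 95% Wilson interval 90.0 to 92.3%). This share moved most when protein-coding genes alone were counted, to 85.1%. Among the 2062 peaks, 1923 (93.3%, 95% Wilson interval 92.1 to 94.3%) were assigned to protein-coding genes, 119 (5.77%, interval 4.84 to 6.86%) to long noncoding genes and 20 (0.970%, interval 0.629 to 1.49%) to pseudogenes. No peak was assigned to a short noncoding gene, because each peak on one also overlapped a gene of a class with priority. Counted without that priority, miRNA genes were overlapped by 7 peaks, snoRNA genes by 3, scaRNA genes by 2 and genes of the annotation's miscellaneous RNA type by 2. An snRNA gene was overlapped by 0 of 2261 peaks, for which the upper 95% Wilson bound is 0.170%. This bound covers counting error in the list only. Reads without a unique position had been removed, so it sets no limit on binding to snRNA. The study, which detected no snRNA by seCLIP either, held the RNase treatment the most likely reason. It found U5 snRNA enriched by RNA immunoprecipitation. Since the list has no strand, the 171 peaks that overlapped genes on both strands (8.29% of those in genes) were assigned to a gene without knowledge of the strand of the RNA.

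The positional tests used the 2053 peaks that lay wholly inside a gene. These peaks fell in 1719 genes, of which 1467 had 1 peak and 57 had 3 or more. Each peak was set against 10000 random placements of the same width in the same gene. Introns were overlapped by 1889 peaks (92.0%), against 94.6% of placements (95% range 93.8 to 95.5%; two-sided permutation p = 0.0002, the smallest the placements can give; adjusted p = 0.0003). With 1 transcript per gene in place of all annotated transcripts this difference was gone, at 84.2% against 84.1% (permutation p = 0.985). By the midpoint of the peak it was larger, at 84.6% against 92.6% (permutation p = 0.0002, the smallest possible). Exons were overlapped by 600 peaks (29.2%), which is 1.76 times the 16.6% of placements (95% range 15.1 to 18%; permutation p = 0.0002, the smallest possible). The alternative that moved the exon share most, peaks with a value of 2 or more in the fourth column of the list (chosen after the data were examined), gave 46.7% against 23.7% of placements in 45 peaks. An intron and no exon was overlapped by 1453 peaks (70.8%). A 5' UTR was overlapped by 71 peaks (3.46%, against 1.86% of placements) and a 3' UTR by 224 (10.9%, against 6.24%), each with a permutation p of 0.0002, the smallest possible. With 1 transcript per gene the UTR shares were lower but still above the placements. They were 1.61% against 0.698% for the 5' UTR and 5.02% against 3.52% for the 3' UTR, each with a permutation p of 0.0002. The exon, intron and UTR classes overlap, since all annotated transcripts were used.

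The study asked whether DHX34 binds across exon-intron boundaries. A boundary was crossed by 315 of the 2053 peaks (15.3%), against 6.62% of placements anywhere in the same genes (95% range 5.65 to 7.65%; two-sided permutation p = 0.0002, the smallest possible; adjusted p = 0.0003), a ratio of 2.32. The alternative that moved this share most among all peaks in genes was the use of the central 50 nt of each peak, with 6.72% against 2.90% of placements. Because many exons are about as long as a peak, the 600 exonic peaks were also set against placements that had to touch an exon. In this comparison 52.5% of the exonic peaks crossed a boundary, against 43.4% of placements (95% range 39.8 to 47.0%; permutation p = 0.0002, the smallest possible), a ratio of 1.21. The second difference depended on the downstream end of the peaks, by a pair of alternatives chosen after the data were examined. With the last 50 nt of each peak removed, 30.8% of the 577 peaks still on an exon crossed a boundary, against 31.2% of placements (permutation p = 0.889). With the first 50 nt removed, 42.1% of 553 peaks did, against 31.5% of placements (permutation p = 0.0002, the smallest possible). The difference was also present, though smaller, in the central 50 nt of the peaks (25.3% against 21.6%, permutation p = 0.0382).

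**Figure D1:**
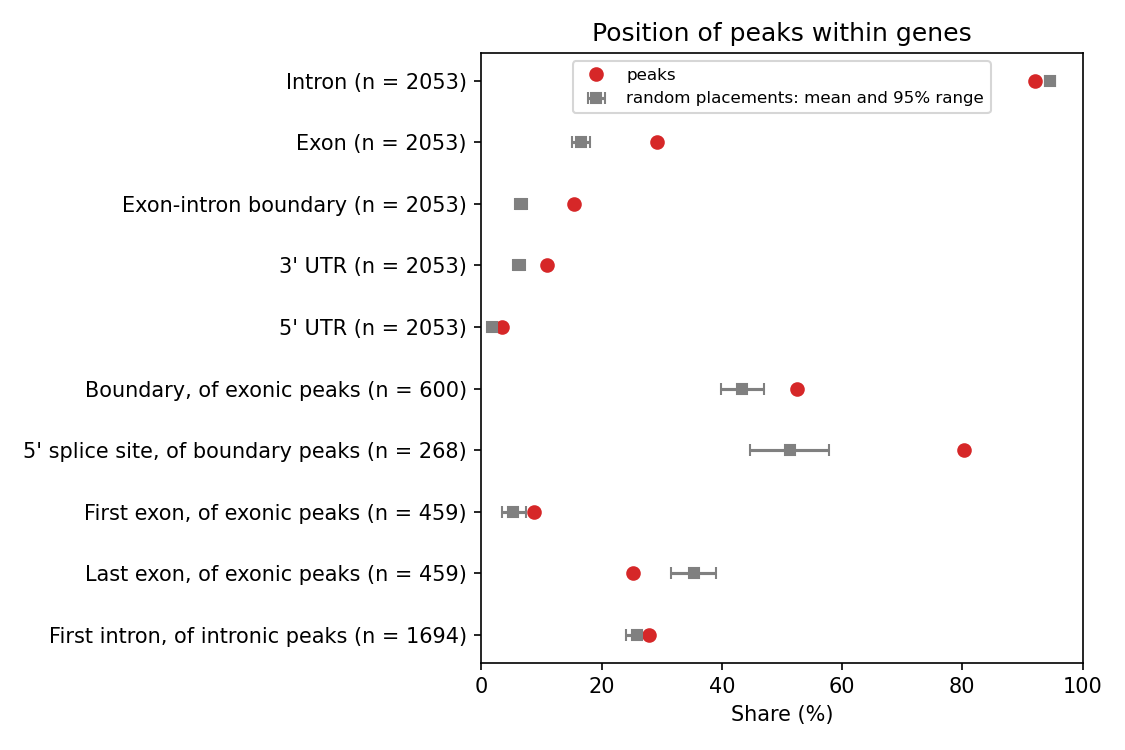
Share of peaks in each class in percent (red points) and the mean and 95% range of 10000 random placements of the same peaks (grey squares and bars), with n the number of peaks in each class's denominator. The shares for exons (29.2%) and for exon-intron boundaries (15.3%) lie above the placements (16.6% and 6.62%), and the last exon (25.3%) lies below them (35.3%). For classes within exonic or boundary-crossing peaks the placements had to touch an exon, and within intronic peaks an intron.

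The boundary-crossing peaks were then split by the splice site they crossed. A 5' splice site alone, the downstream end of an exon, was crossed by 215 peaks and a 3' splice site alone by 53, while 47 peaks crossed both kinds and were left out. The 5' splice site share was 80.2% of 268 peaks, against an even split (exact two-sided binomial test, p = 2.58e-24; adjusted p = 3.09e-23) and against 51.4% in exonic placements (95% range 44.7 to 57.9%; permutation p = 0.0002, the smallest possible). The share differed between narrow and wide peaks, a split chosen after the data were examined. Among peaks of at most 110 nt it was 68.3% (97 peaks against 45), and among wider peaks 93.7% (118 against 8). The odds ratio between both widths was 6.84 (Fisher's exact test, two-sided, p = 9.04e-08). In the wider peaks that crossed 1 such site, 71 of 109 intronic parts (65.1%) were 30 to 70 nt long, against 23.1% for an even spread over the peak. In the narrow peaks 40 of 92 (43.5%) were, against 40% for an even spread.

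**Figure D2:**
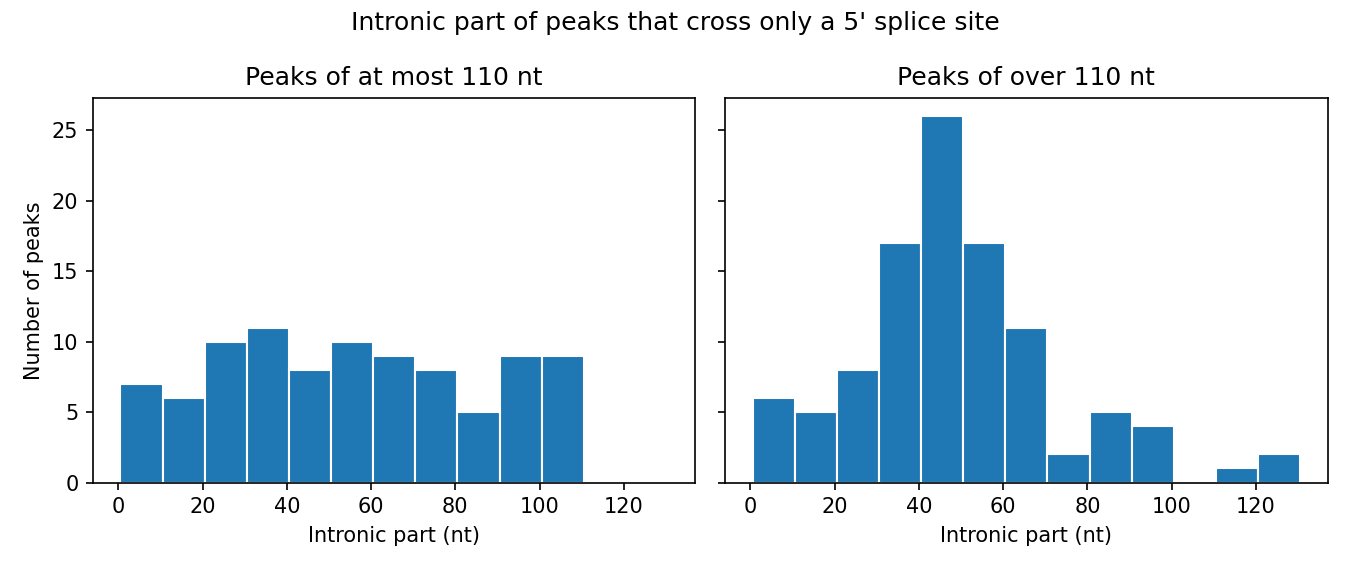
Number of peaks by the length in nt of their intronic part, in bins of 10 nt, for peaks that cross only a 5' splice site and hold 1 such boundary, with peaks of at most 110 nt on the left and wider peaks on the right (5 wide peaks with an intronic part over 130 nt are not drawn). The wide peaks gather between 30 and 70 nt, with 26 peaks at 41 to 50 nt, and the narrow peaks are spread over the whole range.

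The distance from the 5' edge of each peak to the nearest annotated splice site was examined after the data had been seen. From 2 nt upstream of a 5' splice site to the site itself, 25 peaks in 25 genes began, against a mean of 1.93 in the placements (95% range 0 to 5; permutation p = 0.0002, the smallest possible). At the corresponding positions, 3' edges lay at a 5' splice site in 3 peaks (1.88 in placements, permutation p = 0.585), 5' edges at a 3' splice site in 6 peaks (1.85 in placements, permutation p = 0.0248) and 3' edges at a 3' splice site in 1 peak (1.87 in placements, permutation p = 0.892). These 4 counts were not adjusted for multiple tests. The 3' edge of a narrow peak is largely set by the fixed extension of reads. The counts of 3' edges are therefore a weak contrast. One of the 25 peaks was the peak with the highest value of the list, in TNRC6A.

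**Figure D3:**
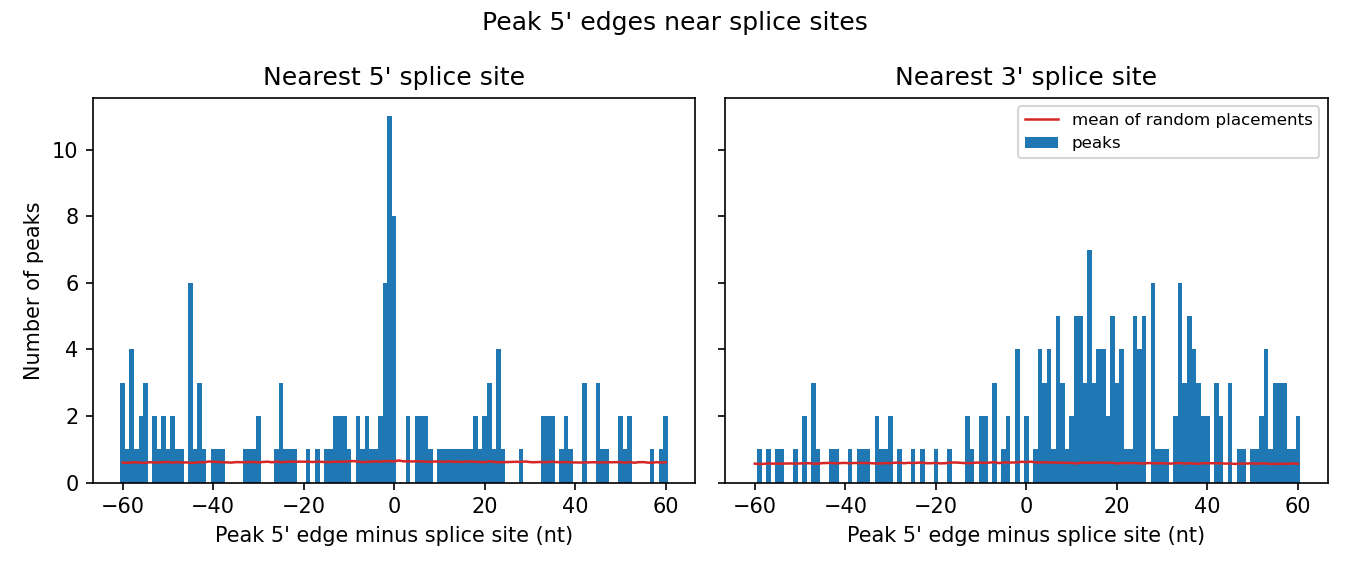
Number of peaks (bars) at each distance in nt between the peak's 5' edge on the gene's strand and the nearest annotated 5' splice site (left) or 3' splice site (right), with the mean of 10000 random placements (line); negative distances lie upstream. The 25 peaks from -2 to 0 nt stand out on the left, and on the right the 5' edges lie mostly downstream of the site, inside the exon.

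For genes whose chosen transcript has at least 3 exons, the study also asked about first and last exons and first introns. The first exon was overlapped by 40 of 459 exonic peaks (8.71%), against 5.33% of exonic placements (permutation p = 0.0026, adjusted p = 0.00347). By the midpoint of the peak the difference was not past the threshold, at 7.37% against 6.03% (permutation p = 0.331). The last exon was overlapped by 116 of the 459 (25.3%), fewer than the 35.3% of placements (permutation p = 0.0002, the smallest possible). The study reported more binding than expected at first or last exons, by an expectation its text does not define. The placements here had to touch an exon, while those for the 3' UTR lay anywhere in the gene. The last exon and 3' UTR results are therefore not directly comparable. The first intron was overlapped by 473 of 1694 intronic peaks (27.9%), against 25.9% of placements (permutation p = 0.0256, adjusted p = 0.0307). The mean position of the 2053 peaks along their genes, with 0 at the 5' end and 1 at the 3' end, was 0.499, against 0.5 in the placements (permutation p = 0.876, adjusted p = 0.876). All adjusted values except those of k-mers are Benjamini-Hochberg over the same family of 12 tests.

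Sequence was compared on the strand of the assigned gene, with 1000 sets of placements matched on gene and on exon or intron class. Of all 6-mers, 526 were found in more peaks than in the placements and 552 in fewer at an adjusted p under 0.05 (permutation test, Benjamini-Hochberg over all 6-mers). The number of 5-mers past the threshold was 542, out of a smaller number tested. The 6-mer with the largest excess by z score was GGAGGG, present in 331 peaks against a mean of 121.8 (2.72 times), followed by GGGGAG with 295 against 114.7 (2.57 times) and GAGGAG with 301 against 122.2 (2.46 times). The largest deficit was that of ATTTTT, in 134 peaks against 286.6. Each of these had an adjusted p of 0.0118, the smallest the sets can give. GC content was 51.2% in the peaks and 46.2% in the placements (95% range 45.8 to 46.7%; permutation p = 0.002, the smallest possible). The excess of G was placed near the 5' edge. At positions 6 to 15 from that edge G made up 37.1% of the bases, against 23.6% in the placements (95% range 22.9 to 24.2%; permutation p = 0.002, the smallest possible) and 25.1% at the mirrored positions inside the 3' edge. This window was chosen after the data were examined. Since the extension of reads largely sets the 3' edge of narrow peaks, the lower share there is a weak contrast.

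**Figure D4:**
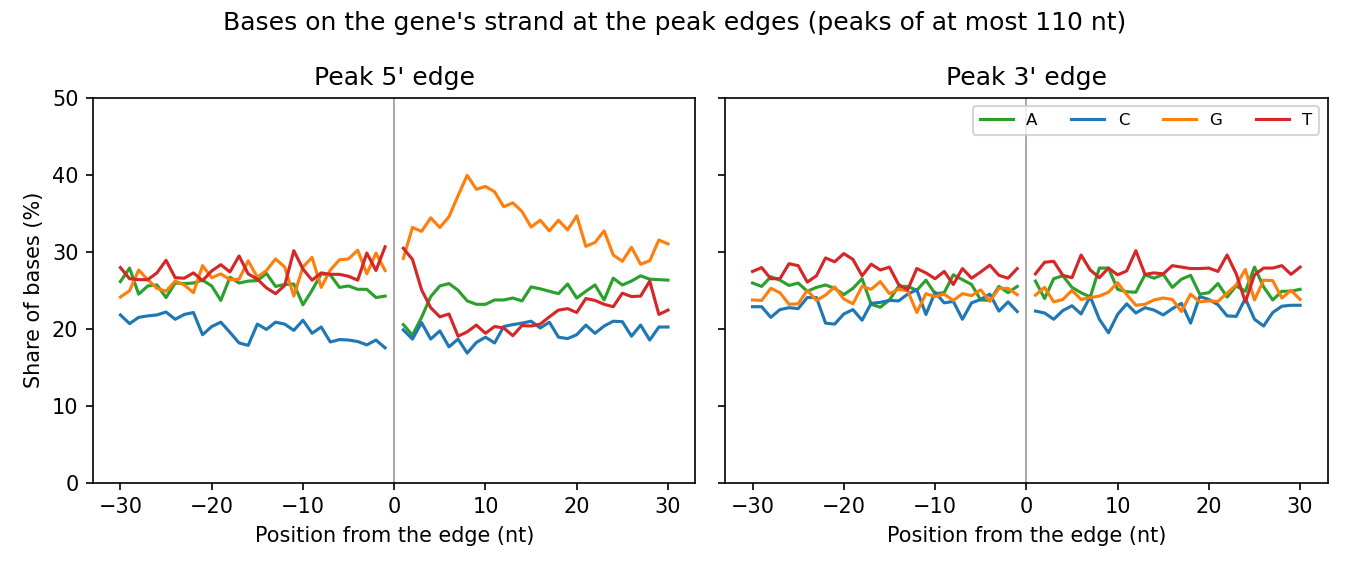
Share of each base in percent on the strand of the gene, by position in nt from the peak's 5' edge (left) and 3' edge (right), for the peaks of at most 110 nt in genes; positive positions are inside the peak on the left and outside it on the right. G rises to 39.9% at position 8 inside the 5' edge, with no such rise at the 3' edge.

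The study examined whether RNAs of splicing components were bound. Of 144 spliceosome and splicing-factor genes on a list written before the data were examined, 19 had a peak (13.2%), against 8.16% of 19320 protein-coding genes (odds ratio 1.72, Fisher's exact test, two-sided, p = 0.0323, adjusted p = 0.0352). Lists of the same size drawn with the same gene lengths had a mean of 6.52% (95% range 2.78 to 10.4%; permutation p = 0.005). The Fisher call rested on DHX34 itself, which is on the list: without it 18 of 143 genes had a peak (12.6%, p = 0.0637), and the length-matched permutation p was 0.0116. Restricted to exonic peaks the share was 10.4% against 2.66% of all genes (odds ratio 4.35, Fisher's exact p = 7.07e-06), and this did not rest on DHX34: without it the share was 9.79% (14 of 143 genes, odds ratio 4.06, Fisher's exact p = 2.82e-05; length-matched permutation p = 0.0002, the smallest possible). Among the control lists of abundant transcripts, 5 of 75 cytosolic ribosomal protein genes had a peak (6.67%, Fisher's exact p = 0.832; 2.35% in length-matched lists, permutation p = 0.0568) and 2 of 31 proteasome genes (6.45%, Fisher's exact p = 1; 5.82% in length-matched lists, permutation p = 1). Of the 5 genes other than DHX34 whose cassette exons the study tested by RT-PCR 0 had a peak (Fisher's exact p = 1). Of the 7 splicing genes the study linked to leukaemia, 3 had a peak, namely DHX34, LUC7L2 and SF3B1. The odds ratio was 8.45 (Fisher's exact p = 0.0148, length-matched permutation p = 0.0108). These p-values were not adjusted, the list is short, and it was not tested without DHX34.

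Coordinates below are on GRCh38 and strands are those of the gene. Among the genes with the most peaks, MYH9 (ENSG00000100345.23, chromosome 22, 36281280 to 36388010, minus strand) had 6 peaks, all exonic and all crossing a boundary, and the widest of them (36288207 to 36289263, 1057 nt) ran over exons 32 to 34 of 41. EIF3A (ENSG00000107581.14, chromosome 10, 119033670 to 119080817, minus strand) had 5 peaks, each of which crossed a boundary. MECOM, PLCB1 and SLIT2 had 5 peaks each and EFNA5, COL23A1, DSE and MCC had 4 each. Of these 7 genes, SLIT2 alone had an exonic peak, and they are 190.7 to 891.1 kb long. Gene length was held fixed in the placements but enters this ranking by number.

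The whole number in the fourth column, a score the authors deposited without a stated meaning, was 1 for 2209 peaks, 2 for 47, 3 for 4 and 4 for 1. The peak with the value 4 lay in TNRC6A (chromosome 16, 24729846 to 24729961, plus strand) and crossed the boundary of exon 1 and intron 1 of 25 exons, beginning 1 nt upstream of an annotated 5' splice site. The peaks with the value 3 lay in SFPQ (chromosome 1, 35186990 to 35187247, minus strand, exons 8 and 9 with their introns), CLASRP (chromosome 19, 45057776 to 45057949, plus strand, exon 7 and intron 7), NCL (chromosome 2, 231463112 to 231463281, minus strand, exon 2 and intron 2) and ATG16L1 (chromosome 2, 233275865 to 233275994, plus strand, intron 9). The ATG16L1 peak also overlapped the scaRNA gene SCARNA5.

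Of the genes named whatever their values, DHX34 had 1 peak (chromosome 19, 47379762 to 47379880, plus strand) in exon 14 of 17, with a value of 2. SF3B1 had 1 peak in intron 1 (chromosome 2, 197434657 to 197434757, minus strand). LUC7L2 had 1 peak over exon 9 and intron 9 (chromosome 7, 139417576 to 139417758, plus strand). ACOT9, CLSTN1, MAP2K7, MYL6, MYOF, SRSF2, U2AF1, RBM39 and DDX41 had 0 peaks. With no depth in the list, an absent peak does not show that a transcript was not bound.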

Values the study reported

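The study reported 1084 peaks chosen from its seCLIP data by read number and by the ratio of reads in the peak to reads around it. Support by 5 or more reads was found in at least 1 replicate for 957 of them (88%) and in at least 2 for 238 (22%). The middle range of peak widths was 102 to 108 bases, and the middle range of raw read support was 5 to 11 reads. After all filters, the tagged libraries each kept 106k to 537k reads.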

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

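Peaks outside genes, peaks on scaffolds and peaks with a higher number in the fourth column were not part of the comparisons fixed before the data were examined, and each kind exceeded the 3 counts that a count of 0 allows. The test of calls at random places and the test of width as a sign of joined peaks were chosen only after the results were seen.

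No annotated gene was overlapped by 199 peaks (8.80%, 95% Wilson interval 7.70 to 10.0%). Calls at random places would lack the G-rich 5' edge seen in genes, unless that edge comes from a bias of the library steps toward G. In the 195 of these peaks on chromosomes, the higher of the G share near one edge and the C share near the other was 38.5%, against 31.3% for the same peaks shifted by 500 to 5000 nt (range 29.4 to 33.3%; permutation p = 0.002, the smallest possible) and 41.9% in peaks inside genes. The edge was thus present outside genes too. Since such a bias stays open, the edge cannot decide whether these peaks are random calls. Within 10 kb of a gene lay 57.9% of the 195, against 35.4% of repeat-poor random positions outside genes (permutation p = 0.0002, the smallest possible). A candidate explanation is transcription next to annotated genes, which leaves the peaks farther away unexplained.

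The 4 peaks on scaffolds lay on GL000194.1 (95223 to 95326), KI270442.1 (234651 to 234789) and KI270733.1 (162820 to 162920 and 175097 to 175196). Copies of their sequence on the chromosomes could have given these reads. On average 56.0% of their 31-mers also occurred on a chromosome, against a second copy for 1.48% of those in the 2257 chromosome peaks. The share was 100% for one peak on KI270733.1 and 32.1% to 48.6% for the other 3, and with 4 peaks the source of the reads cannot be told apart.

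A number of 2 or more in the fourth column was given to 52 peaks (2.30%, 95% Wilson interval 1.76 to 3.00%). They were 26.5 nt wider at the median than peaks with the number 1 (129.5 against 103 nt; permutation p = 0.0002, the smallest possible), which is consistent with a count of overlapping peaks joined into 1 listed peak. The list does not say so, and a count of the replicates with a peak would also go with wider peaks and was not told apart from it. Under either reading, the 2209 peaks with the number 1 would each rest on 1 call. The reproducibility of most peaks would then be unknown. Exons were overlapped by 46.7% of the 45 such peaks in genes and by 28.8% of the others. Peaks with the number 1 and nearly the same widths overlapped exons in 48.0% (range 35.6 to 62.2%; permutation p = 0.981), so that width may account for the difference.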

How the results depend on the processing

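Of the alternatives below, those by repeats, removed peak ends, peak width, score of 2 or more, both strands and the list without DHX34 were chosen only after the results were seen. The boundary, exon, 5' UTR and 3' UTR shares stayed above the placements and the last exon share below them, each past 0.05, under all alternatives run for them. For boundaries the shares ran from 6.72% with the central 50 nt to 33.3% in peaks with a score of 2 or more. With repeat-rich peaks and placements left out, the exon share of 29.7% was set against 20.3% of placements in place of 16.6%, and the boundary share of 15.8% against 8.68%. The 5' splice site share stayed above its placements in every alternative, from 68.3% in peaks of at most 110 nt to 100% of the 13 peaks with a score of 2 or more.

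Removal of the last 50 nt of each peak reversed the boundary share of exonic peaks, at 30.8% against 31.2% (permutation p = 0.889). With a score of 2 or more, 71.4% of 21 exonic peaks crossed a boundary, against 57.2% of placements (permutation p = 0.243). That alternative has few peaks. The intron share reversed with 1 transcript per gene, at 84.2% against 84.1% (permutation p = 0.985). The first exon share by midpoint was 7.37% against 6.03% (permutation p = 0.331). The mean position along the gene changed sides at 0.50013 (placements 0.50007) with 1 mean per gene (permutation p = 0.986) and at 0.502 without genes with 3 or more peaks (permutation p = 0.721), and was past 0.05 in none of the 3 settings. Without DHX34, 12.6% of the splicing list had a peak (Fisher's exact p = 0.0637). Counting protein-coding genes alone moved the share of peaks in genes to 85.1%, by construction. The number of k-mers past the threshold moved to 542 with 5-mers, of which fewer exist, and with 1 peak per gene 442 6-mers were higher and 436 lower, against 526 and 552. Removal of the first 50 nt left the boundary share of exonic peaks at 42.1% against 31.5%, so that the change followed the downstream end and not the lost width. No cause was tested for the intron, first exon and position results. In all, 54 alternative values kept their direction and side of the threshold or, where nothing was tested, stayed near the reported value, while 4 reversed, 3 were weaker and 2 moved.

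A score at or above the median was not run, since the median is 1 and keeps all peaks, and no replicate was left out. No paired analysis was possible because the list pools the libraries and holds no column per replicate. The unknown depth limits each absent peak and each comparison of numbers of peaks between genes.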

Other observations

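The tests of read extension, of peak density near exon ends and of base composition in the paragraphs below were chosen after the results were seen.

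The list held 2261 peaks. That is higher than the number quoted from the study above, which counts peaks selected by read number and ratio. The list was taken to be the union before that selection. If so, peaks that the selection left out are part of the results here.

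Extension of reads was a technical candidate for the boundary crossing. A read from spliced RNA that ends near the end of an exon would be extended into the intron by the fixed length less its own. In peaks over 110 nt the intronic part beyond a 5' splice site gathered at 30 to 70 nt (65.1% against 23.1% for an even spread), so that extension may account for much of the 5' splice site excess there. In peaks of at most 110 nt, extension was excluded for a small part only. An exonic part of 1 to 2 nt is too short for a mapped read, and 12 peaks had one, 9.34 times the mean of exonic placements (1.28; permutation p = 0.0002, the smallest possible). These 12 peaks are among the 25 that began at a 5' splice site. They need not come from RNA that crosses the boundary. With an exonic part of 3 to 19 nt there were 11 peaks, 1.00 times the mean of exonic placements (permutation p = 1). An extended exonic read cannot begin in the intron before its exon, but the 45 narrow peaks that crossed only a 3' splice site were 1.25 times the mean of placements anywhere in the gene (permutation p = 0.147) and fewer than the 59.6 in exonic placements (permutation p = 0.04). For the other narrow peaks, extension and binding across the boundary cannot be told apart, since these counts show no excess that extension forbids. Reads of pre-mRNA would give such peaks, and a comparison with the control libraries was not made here.

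The 25 peaks that began at a 5' splice site were set against 3 technical explanations. A preference of read starts for the bases GTRAG (R for A or G) would act at each copy of that sequence. In the same genes 17 peaks began at 16808 such copies at annotated 5' splice sites and 16 at 519236 copies elsewhere, a rate 32.8 times higher at splice sites (Fisher's exact test, two-sided, p = 1.96e-17). A higher peak density around exon ends would raise the neighbouring positions too. Peak starts were 7.92 times denser at the 3 positions than at the 58 around them (25 against 61 peaks; exact binomial p = 3.18e-13). Wrong strands would put 3' edges there as often, and 6 peaks had their 3' edge within 2 nt of a 5' splice site. As a hypothesis, these peaks may mark RNA that begins at the first base of an intron, such as introns cut at the 5' splice site, or a stop of reverse transcription there. Neither was tested, and a feature of alignment at splice sites was not tested either.

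The G-rich stretch inside the 5' edge stood at 37.1% G, and the composition of the same genes and classes gave 23.6%. Splice site sequence does not account for it, since the 1337 intronic peaks over 100 nt from any exon had 37.2%, above all 200 sets of placements (21.6 to 23.9%). A bias of ligation, crosslinking or reverse transcription toward G, and a preference of DHX34 or of a protein bound with it, stay open and untested. No comparison with the same edge in the control libraries was made here.

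The removal of reads in repeats was weighed as the source of the exon excess and of the rarer 6-mers. With repeat-rich peaks and placements left out the exon share was still 1.46 times that of placements, and 555 6-mers were rarer in peaks, against 552 before, of which 364 (65.9%) were rarer both times. Single 6-mers moved: GATTAC went from 0.161 times its frequency in placements to 0.410 times. The sequence marked as repeat-rich thus does not account for all of the exon excess or of the rarer 6-mers. Leaving it out raised the exon share of placements from 16.6% to 20.3%. The mark rests on repeated short sequences and not on the transposable elements whose reads the authors removed. Placements may still lie in elements without the mark, so the full effect of the removal cannot be bounded here. A higher abundance of spliced than of unspliced RNA in the cell stays open and untested.

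High expression was weighed for the splicing list. Cytosolic ribosomal protein genes had a peak 2.84 times as often as length-matched lists (permutation p = 0.0568) and splicing genes 2.02 times, while proteasome genes did so 1.11 times as often (permutation p = 1). With exonic peaks alone the splicing genes stood at 3.76 times (permutation p = 0.0002, the smallest possible), the ribosomal protein genes at 1.98 times (2 genes, permutation p = 0.535) and the proteasome at 0 (permutation p = 0.904). With so few control genes with a peak and no expression values used here, high expression and a preference for splicing RNAs cannot be told apart.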
